A study of Canis lupus familiaris with 10 samples. Its data were reported in "Validation of protein arginine methyltransferase 5 (PRMT5) as a candidate therapeutic target in the spontaneous canine model of non-Hodgkin lymphoma" (2021).

How the data were processed

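Expression in 2 lines of canine B-cell lymphoma, CLBL-1 and 17-71, was measured on Affymetrix canine whole-transcript gene arrays, with 1 array per sample and 10 arrays in all. Treated cells had received 100 nM of a selective inhibitor of PRMT5, the enzyme that places symmetric dimethyl marks on arginines of histones and other proteins. The labels call the compound PR220 and the study calls it C220. CLBL-1 was collected on day 2 and 17-71 on day 4, so cell line and day cannot be told apart in any comparison between the lines. Arrays were grouped by line and treatment as the labels give them. The labels do not say whether replicates came from separate cultures, whereas the study describes its replicates as biological. P-values therefore measure only the spread between these samples, which may be technical.

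The authors deposited log2 expression values per probe set, made by robust multi-array averaging (RMA), which corrects background, equalises the distributions of the arrays and summarises the probes of each set. The submitters' processing notes also name Affymetrix Expression Console and limma, without versions. Filters, and whether the arrays of both lines were normalised in 1 run, are not given in the sources used here. The array medians lay between 3.71 and 3.788, and levels of the lines were set side by side on that basis alone. RMA fixes the overall distribution of each array, so a change in the total amount of RNA per cell would not appear in these values. No scanner files were used here. For arrays there is no read depth, and the number of arrays limits the precision.

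The table held 32391 probe sets. In the platform annotation 16545 had 1 gene symbol, 370 had several and 15476 were unnamed here. No gene was named from a probe set with several symbols. Of the single-symbol probe sets, 15820 were found by gene ID in the RefSeq gene table of the dog assembly UU_Cfam_GSD_1.0, which changed 0 symbols. The values of 1573 probe sets repeated those of an earlier probe set exactly, of which 1553 were unnamed, and no array repeated another.

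Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided). P-values were adjusted by the Benjamini-Hochberg method over all probe sets, and the threshold was an adjusted p below 0.05. Each line was fitted alone (residual df 3) for its own treated minus control difference. A joint fit of the 4 group means (residual df 6) gave the mean of both differences (the common effect), their difference (CLBL-1 minus 17-71) and the difference between the control groups. The counts at an unadjusted p below 0.05, the threshold of the study, were also taken. The overlap of those counts was compared with independent lists of the same sizes, per direction. The lines share no arrays.

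Gene lists were tested with camera in limma at a preset correlation of 0.01 between genes, and again with the correlation estimated per list (statmod 1.5.0). The second form also refers each list to the few residual df of the fit (3 per line, 6 jointly). A call can be lost there although the estimate lies below 0.01. MYC target genes of biosynthesis in CLBL-1 are a case (estimate -0.0019, camera adjusted p = 0.25). A call lost in that form is therefore no measure of correlation between genes alone. The probe set with the highest mean over all arrays stood for each of 15947 symbols, and 516 symbols had more than 1 probe set. The adjustment ran over 30 lists: spliceosome, MYC target genes of biosynthesis, MYC target genes named by the study, oxidative phosphorylation, peroxisome, DNA repair, p53 target genes, G1/S and DNA replication, G2/M and mitosis, PRC2 and RB pathway components, PRMT family and methylosome, BCL2 family and caspases, cholesterol synthesis, glycolysis, amino acid stress (ATF4) targets, unfolded protein response chaperones, cytosolic ribosomal proteins, mitochondrial ribosome, interferon response, MHC class II, B cell identity and receptor, germinal centre, plasma cell, NF-kB targets, WNT/beta-catenin targets, replication-dependent histones, and markers of T and NK cells, myeloid cells, stromal, endothelial and epithelial cells, and erythroid cells and platelets. Members were also tested with p adjusted over the list alone. The study drew the spliceosome, peroxisome, oxidative phosphorylation, DNA repair, glycolysis and biosynthetic MYC themes, and its 8 MYC target genes, from these same arrays.

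The genes named are PRMT5, MYC and the 8 MYC targets of the study. Also named are, per line and for the common effect, the 10 largest rises and the 10 largest falls among genes past the threshold whose treated arrays all lay on 1 side of the control arrays of the same line. Where fewer than 3 passed in a direction, the 5 with the smallest p and that separation were named. Further genes are up to 4 members with the smallest p in each list described, and the genes with the smallest p for the difference between lines. TP53I3 was not analysed here. AP1G2, GPR108, PRR11 and STING1 are also named for CLBL-1 because other parts of this rule take them. Apart from tests that the text names as chosen later, these choices, the lists and the tests were made before the data were examined, but after the paper, its array figure and the first lines of its gene table had been read, which included DLA-DOA of the MHC class II list.

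The fits were tested on simulated data in which 200 of 32391 probe sets were changed. They were drawn from those above the median of mean value and changed alike in both lines. At a log2 change of 0.5, 1 and 2, CLBL-1 called 1.49%, 65.7% and 90.9% of the changed probe sets. 17-71 called 0%, 44.8% and 77.3%, and the common effect called 62.7%, 92.5% and 100%. These rates do not cover dimmer probe sets or changes that differ between the lines. Alternatives were a joint fit for the results per line, an intensity trend with robust variances, array quality weights, 3 renormalisations (quantile, median centring and cyclic loess), leaving out probe sets of low mean value, single-symbol probe sets only, the replicate number as a block, an adjusted p below 0.1, the mean of all probe sets of a gene, and leaving out each array in turn. Chance was assessed with the 100 regroupings of arrays within lines. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.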

Results

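Whole-transcriptome expression was measured in 2 canine B-cell lymphoma cell lines with and without PRMT5 inhibition, to find the genes that respond to loss of PRMT5 activity. CLBL-1 gave 3 control and 2 treated arrays at day 2, and 17-71 gave 2 control and 3 treated arrays at day 4, with 100 nM of inhibitor in both. Values per array were RMA log2 expression of 32391 probe sets. Across probe sets, Pearson's r was 0.99 to 0.993 between arrays of 1 group, 0.988 to 0.991 between treated and control arrays of 1 line, and 0.934 to 0.939 between the lines.

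In CLBL-1 cells treated for 2 days, CYB561A3, a lysosomal member of the cytochrome b561 family, fell 4.82-fold (log2 change -2.27, SE 0.084, adjusted p = 0.0146; 2 treated and 3 control arrays). AFMID, the kynurenine formamidase of tryptophan breakdown, fell 4.26-fold (log2 change -2.09, SE 0.123), and DLA-DOA, the alpha chain of the class II chaperone DO, fell 3.92-fold (log2 change -1.97, SE 0.15), both at adjusted p = 0.0332. The 3 genes that rose were TMEM178B (2.98-fold), PRPF39, a U1 small nuclear ribonucleoprotein factor (2.9-fold), and CFAP53, a protein of motile cilia (2.67-fold). Further falls were those of PLD4, an endolysosomal exonuclease (3.17-fold), TMEM256 (3.12-fold), RNASEH2C, a subunit of ribonuclease H2 (2.88-fold), AGPAT1 of phospholipid synthesis (2.76-fold) and IDH3G, a subunit of mitochondrial isocitrate dehydrogenase (2.73-fold). PORCN, the acyltransferase of WNT ligands, fell 2.59-fold, IDNK, a gluconokinase, 2.57-fold, STING1, the adaptor of cytosolic DNA sensing, 2.56-fold, GPR108 2.53-fold, PRR11 2.37-fold and AP1G2, a clathrin adaptor subunit, 2.16-fold. The adjusted p of these genes lay between 0.0146 and 0.0345. In total 43 probe sets passed, 3 higher and 40 lower, of which 32 had a single symbol. PRMT5 itself read 8.73 ± 0.033 (SD, n = 3) in control and 8.46 ± 0.1 (SD, n = 2) in treated cells and did not pass (log2 change -0.27, 95% interval -0.499 to -0.0473, adjusted p = 0.292). MYC read 7.85 ± 0.049 (n = 3) and 7.98 ± 0.046 (n = 2) and did not pass either (log2 change 0.13, 95% interval -0.0824 to 0.346, adjusted p = 0.562). Leaving out any 1 of the 5 arrays took the count of calls to 0, and the joint fit of all arrays gave 607 (200 higher and 407 lower).

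Genes of the spliceosome, the complex that removes introns, were higher as a group in treated CLBL-1 cells: 84 of 94 measured members had a positive change, with a median log2 change of 0.22 (camera adjusted p = 4.37e-14, adjusted p = 0.25 with an estimated correlation). With p adjusted over the list alone 22 members rose and 0 fell, and 0 passed over all probe sets. PRPF38B read 0.78 (SE 0.102), GEMIN6, a member of the SMN complex, 0.59 (SE 0.0826) and DDX46, a helicase of the U2 particle, 0.57 (SE 0.0867). The study named this theme from these arrays, so the list is not independent evidence of its direction. Mitochondrial ribosomal proteins were higher, with 47 of 68 positive and a median of 0.13 (camera adjusted p = 0.000931, adjusted p = 0.27 with an estimated correlation), although 0 members passed adjusted over the list alone. MRPL46 read 0.56 (SE 0.113) and MRPL4 -0.48 (SE 0.0909). MYC target genes of biosynthesis were higher, with 37 of 53 positive and a median of 0.13 (camera adjusted p = 0.00222, adjusted p = 0.25 with an estimated correlation). Adjusted over the list alone 9 of them rose and 4 fell, and 0 passed over all probe sets. NOP2, a nucleolar RNA methyltransferase, rose by 0.47 and IPO4, an importin, fell by 0.73 at that level. The study named this theme too, and the list is not independent evidence of its direction. Targets of ATF4, the transcription factor of the amino acid response, were higher, with 25 of 34 positive and a median of 0.11 (camera adjusted p = 0.0174, adjusted p = 0.3 with an estimated correlation). None passed adjusted over the list alone (0 of 34). MTHFD2 of mitochondrial folate metabolism read 0.46 (SE 0.0816), the cystine transporter SLC7A11 0.44 (SE 0.136) and PCK2 -0.43 (SE 0.116). The ATF4 call was lost without 2 of the 5 arrays, left out singly (highest adjusted p = 0.0564).

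In the other direction, all 8 MYC target genes that the study names had negative changes in CLBL-1 (median -0.46, camera adjusted p = 3.93e-07, adjusted p = 0.25 with an estimated correlation). All 8 passed adjusted over the list alone and 0 passed over all probe sets, which is not independent evidence because the study chose them on these arrays. Replication-dependent histones were lower (6 of the 6 measured negative, median -0.27, camera adjusted p = 0.00222, adjusted p = 0.25 with an estimated correlation), and 4 fell adjusted over the list alone, among them H2AX, a histone of the DNA damage response, by 0.57, and 0 over all probe sets. Only 6 of the 41 listed histone genes were measured, so this speaks for few of them. Cholesterol synthesis was lower (18 of 19 negative, median -0.13, camera adjusted p = 0.00222, adjusted p = 0.25 with an estimated correlation). Adjusted over the list alone 5 members fell and over all probe sets 0 did. LSS, lanosterol synthase, fell by 0.50 and STARD4, a sterol carrier, by 0.60. Genes of G2/M and mitosis were lower (46 of 65 negative, median -0.075, camera adjusted p = 0.00267, adjusted p = 0.35 with an estimated correlation), with 6 falls adjusted over the list alone and 0 over all probe sets. CDCA3 fell by 0.68, the phosphatase CDC25B by 0.58 and the kinesin KIF2C by 0.56. Interferon response genes were lower (25 of 38 negative, median -0.062, camera adjusted p = 0.0164, adjusted p = 0.25 with an estimated correlation). Over all probe sets 1 member, STING1, fell. Adjusted over the list alone 3 fell (STING1, IFI35 by 0.86 and STAT2 by 0.55) and DDX58, the RNA sensor RIG-I, rose by 0.55. MHC class II genes were lower (9 of 12 negative, median -0.13, camera adjusted p = 0.0174, adjusted p = 0.46 with an estimated correlation), with DLA-DOA past the threshold over all probe sets and DLA-DOB, its partner chain, adjusted over the list alone (log2 change -0.66). The class II call was lost without treated replicate 1 (adjusted p = 0.0517).

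**Figure D1:**
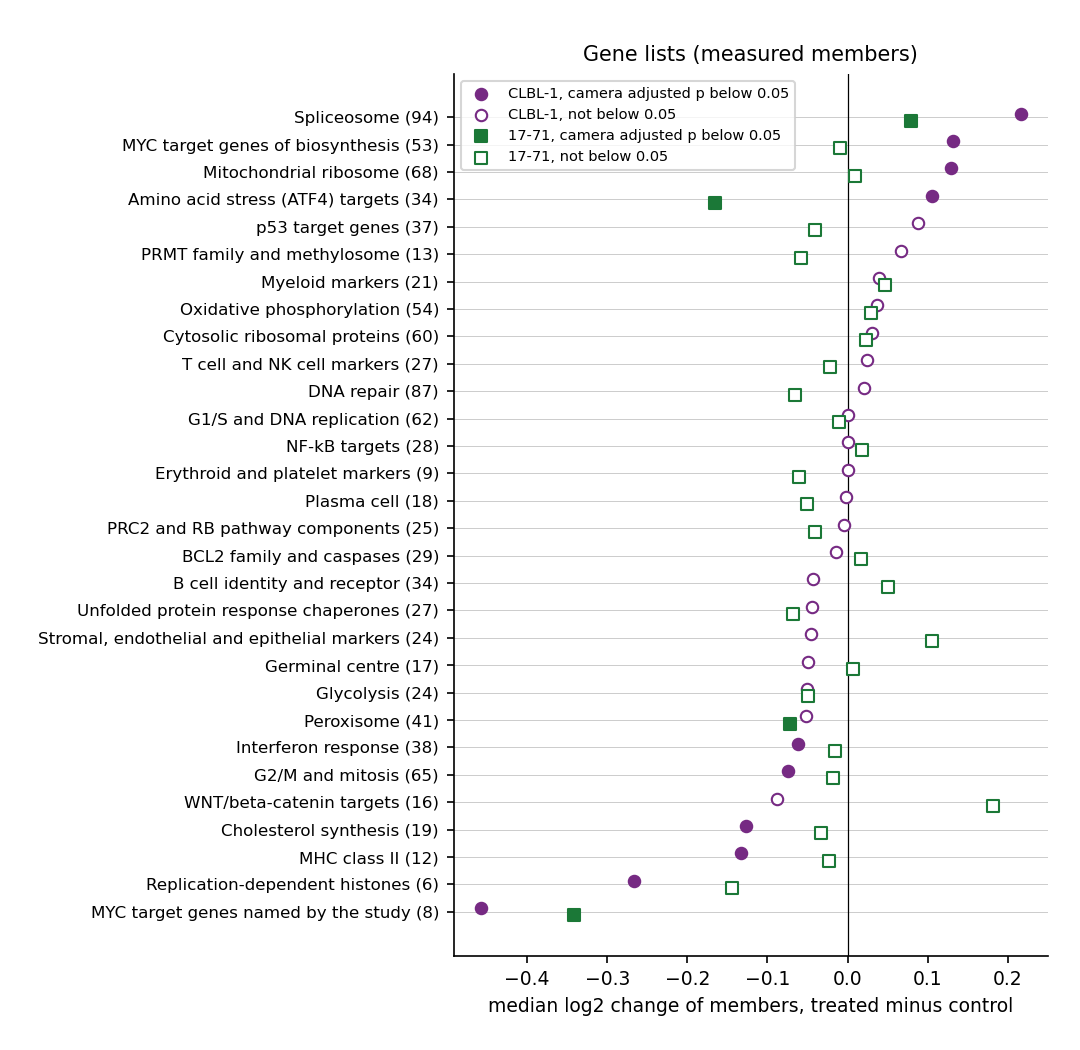
Median log2 change (treated minus control, horizontal axis) of the measured members of 30 gene lists in CLBL-1 (circles) and 17-71 (squares), with the number of measured members beside each name. Filled symbols passed camera at an adjusted p below 0.05 with the preset correlation, and open symbols did not and carry no direction. The ATF4 targets had a median of 0.11 in CLBL-1 and -0.17 in 17-71.

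In 17-71 cells treated for 4 days 0 probe sets passed in limma (smallest adjusted p = 0.204), so the values below are no calls. AFMID was again among the genes with the smallest p, 1.94-fold lower in treated cells (log2 change -0.96, SE 0.0882, adjusted p = 0.389; 3 treated and 2 control arrays). With the same adjusted p, TAF15, an RNA-binding relative of EWSR1, read -0.85 (SE 0.0934), SPAG4 -0.84 (SE 0.107), WSB1, a substrate receptor of ubiquitin ligases, -0.83 (SE 0.0875) and HHIPL1 -0.72 (SE 0.0827). The follicle-homing receptor CXCR5 read 0.85 (SE 0.0907), the ribokinase RBKS 0.79 (SE 0.0941), the U4/U6 particle protein PRPF3 0.65 (SE 0.0898) and the ciliary rootlet protein CROCC 0.63 (SE 0.0894), also at adjusted p = 0.389, and NUPR2 read 0.59 (SE 0.0886, adjusted p = 0.418). PRMT5 read 7.79 ± 0.11 (SD, n = 2) in control and 7.76 ± 0.076 (SD, n = 3) in treated cells (95% interval of the log2 change -0.291 to 0.227, adjusted p = 0.95). MYC read 8.36 ± 0.075 (n = 2) and 8.3 ± 0.072 (n = 3; 95% interval -0.301 to 0.188, adjusted p = 0.896). At an unadjusted p below 0.05 there were 2916 probe sets. The joint fit of all arrays called 15 (2 higher and 13 lower) and the fit with an intensity trend and robust variances called 35.

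ATF4 targets were lower as a group in treated 17-71 cells, with 31 of 34 negative and a median log2 change of -0.17 (camera adjusted p = 7.97e-08, adjusted p = 0.39 with an estimated correlation). No member passed over all probe sets or adjusted over the list alone (0 of 34). PSPH, the last enzyme of serine synthesis, read -0.55 (SE 0.0917), CHAC1, a glutathione-degrading enzyme, -0.44 (SE 0.112) and the lipoprotein receptor VLDLR -1.15 (SE 0.305). Peroxisomal genes were lower, with 29 of 41 negative and a median of -0.071 (camera adjusted p = 0.000841, adjusted p = 0.39 with an estimated correlation). Again 0 members passed at either level, and the theme was named by the study from these arrays, so it is not independent evidence. PEX10, a peroxisomal ubiquitin ligase, read -0.67 (SE 0.136), ACOT8, an acyl-CoA thioesterase, -0.46 (SE 0.0984) and CROT, a carnitine acyltransferase, -0.40 (SE 0.0825). All 8 MYC target genes of the study had negative changes (median -0.34, camera adjusted p = 3.99e-06, adjusted p = 0.2 with an estimated correlation). Adjusted over the list alone SORD fell by 0.51, B3GNTL1 by 0.62 and TRNAU1AP by 0.58, and 0 passed over all probe sets, with the same reservation about independence. Spliceosome genes were higher, with 70 of 94 positive and a median of 0.079 (camera adjusted p = 0.00099, adjusted p = 0.2 with an estimated correlation). Adjusted over the list alone PRPF3 rose by 0.65 and the helicase DDX23 by 0.54 while SRSF5, a serine/arginine-rich splicing factor, fell by 0.65, and 0 passed over all probe sets. This list too is not independent evidence.

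The common effect is the mean of the changes in both lines, so a change in 1 line can carry it, as for CXCR5 (common effect 0.34, adjusted p = 0.0267), which read -0.18 in CLBL-1 and 0.85 in 17-71. The genes with the largest changes, named next, had all treated arrays on 1 side of the control arrays in each line. AFMID (2.88-fold, adjusted p = 0.00024), CYB561A3 (2.71-fold, adjusted p = 0.000174), DLA-DOA (2.33-fold, adjusted p = 0.00363), TMEM256 (2.17-fold, adjusted p = 0.0019) and RNASEH2C (1.97-fold, adjusted p = 0.000616) fell most over the 5 treated and 5 control arrays. Falls of 1.88-fold to 1.96-fold followed for STUB1, a ubiquitin ligase that works with chaperones (log2 change -0.97, SE 0.123), AP1G2 (-0.97, SE 0.0661), GPR108 (-0.95, SE 0.117), NRBP2 (-0.94, SE 0.128) and TAF15 (-0.91, SE 0.0621). TMEM178B (1.97-fold, adjusted p = 0.00832) and RBKS (1.8-fold, adjusted p = 0.00139) rose most, followed by MYOZ1, a sarcomeric protein (1.6-fold), PTPRM, a receptor tyrosine phosphatase (1.59-fold), STEEP1, a factor of STING trafficking (1.58-fold), and COQ7, a ubiquinone biosynthesis enzyme (1.54-fold). SCN2B, a sodium channel subunit, rose 1.51-fold, DDX23 1.47-fold, and FAM163A and FAM126B 1.46-fold each. Several of these rises lay at low levels, below the array medians in 17-71 for PTPRM (2.03 in control, 2.37 in treated cells), TMEM178B (2.54 and 2.92) and FAM163A (2.79 and 3.57). MYOZ1 read 4 and 4.56 in 17-71 and 3.49 and 4.28 in CLBL-1. RBKS, STEEP1, COQ7, DDX23 and FAM126B read 4.79 or more in the control cells of both lines. The joint fit called 515 probe sets, 105 higher and 410 lower, of which 410 had a single symbol. Of the MYC targets that the study names, SORD, sorbitol dehydrogenase (log2 change -0.61, adjusted p = 0.0116), IPO4 (-0.57, adjusted p = 0.0184), FARSA, a phenylalanyl-tRNA synthetase subunit (-0.37, adjusted p = 0.0246), ALG3, a mannosyltransferase (-0.44, adjusted p = 0.0345), and PUS7, a pseudouridine synthase (-0.33, adjusted p = 0.0379), fell. NOC4L (-0.25, adjusted p = 0.0689), B3GNTL1 (-0.48, adjusted p = 0.0682) and TRNAU1AP (-0.45, adjusted p = 0.0654) did not pass. PRMT5 (-0.15, adjusted p = 0.314) and MYC (0.04, 95% interval -0.0938 to 0.17, adjusted p = 0.836) did not pass. The count fell to between 155 and 305 when any 1 of the 10 arrays was left out, where the calls of ALG3, PUS7 and MYOZ1 ended each time (adjusted p = 0.0538 or higher), that of FAM163A in 9, that of FARSA in 8 and that of IPO4 in 6 of the 10 fits. Of 40 genes named here or among the lists for the common effect, 19 kept their call in every such fit, 14 lost it in some and 7 in all.

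**Figure D2:**
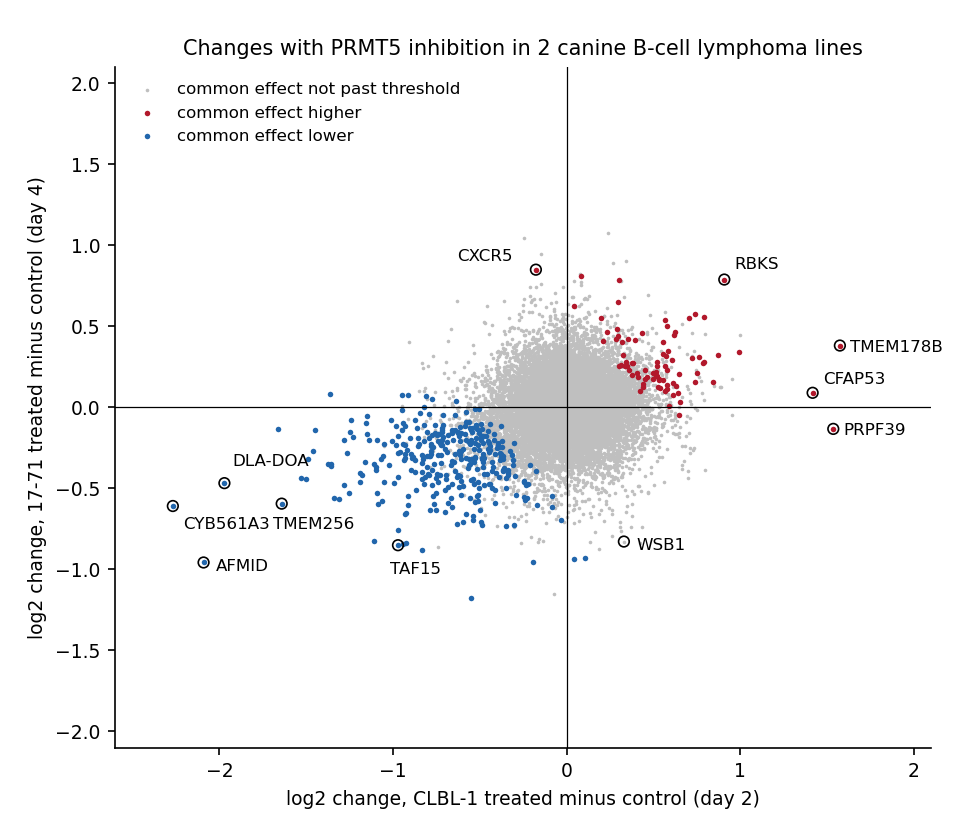
Log2 change with treatment of 16545 single-symbol probe sets in CLBL-1 (horizontal axis, day 2) against 17-71 (vertical axis, day 4), with probe sets past the threshold for the common effect in red (83 higher) and blue (327 lower). Circled genes are named in the text. CYB561A3 lies at -2.27 and -0.61, and WSB1 at 0.33 and -0.83.

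Spliceosome genes were higher for the common effect (80 of 94 positive, median 0.14, camera adjusted p = 4.76e-15), and the 8 MYC targets of the study were lower (8 of 8 negative, median -0.44, camera adjusted p = 9.46e-10). Both calls held with an estimated correlation, at adjusted p = 0.026 and adjusted p = 0.015, and both rest on themes or genes the study took from these arrays, so they are not independent evidence. Over all probe sets 9 spliceosome genes rose, including DDX23 (log2 change 0.55), PRPF8, the core protein of the U5 particle (0.45), PRPF3 (0.47) and ALYREF, an mRNA export adaptor (0.40). Adjusted over the list alone 39 rose and 2 fell. For the 8 MYC targets the counts were 5 over all probe sets and 8 adjusted over the list alone. Peroxisomal genes were lower (25 of 41 negative, median -0.06, camera adjusted p = 0.00576, adjusted p = 0.14 with an estimated correlation), again a theme of the study and not independent evidence. Here 5 fell over all probe sets, among them CROT (-0.64), ACOT8 (-0.76), the thiolase ACAA1 (-0.59) and IDH1 (-0.39), while 10 fell and 1 rose adjusted over the list alone. MHC class II genes (9 of 12 negative, median -0.094, camera adjusted p = 0.0203, adjusted p = 0.3 with an estimated correlation) included DLA-DOA over all probe sets and 4 falls adjusted over the list alone. G2/M genes were lower (42 of 65 negative, camera adjusted p = 0.0203, adjusted p = 0.3 with an estimated correlation), with CDCA3 (-0.43), CDC25B (-0.35) and the kinesin KIF15 (-0.39) past the threshold over all probe sets and 9 adjusted over the list alone. In 17-71 alone 32 G2/M genes were positive and 33 negative (camera adjusted p = 0.978), so CLBL-1 carried this shift. MHC class II genes had 6 positive and 6 negative there (camera adjusted p = 0.51).

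Chaperones of the unfolded protein response were lower (18 of 27 negative, camera adjusted p = 0.0203, adjusted p = 0.3 with an estimated correlation), with CALR, the lectin chaperone calreticulin (-0.31), and EDEM1 (-0.30) past the threshold over all probe sets and 4 adjusted over the list alone. Cholesterol synthesis was lower (15 of 19 negative, camera adjusted p = 0.0225, adjusted p = 0.2 with an estimated correlation), with 0 over all probe sets and 5 falls and 1 rise adjusted over the list alone. Replication-dependent histones, with 6 of 41 listed genes measured, were lower (6 of 6 negative, camera adjusted p = 0.016, adjusted p = 0.32 with an estimated correlation), with 0 over all probe sets and 3 adjusted over the list alone. Mitochondrial ribosomal proteins were higher (41 of 68 positive, camera adjusted p = 0.0203, adjusted p = 0.14 with an estimated correlation), with MRPS7 (0.33) past the threshold over all probe sets and 7 rises and 1 fall adjusted over the list alone. Cytosolic ribosomal proteins were higher (48 of 60 positive, median 0.03, camera adjusted p = 0.0203, adjusted p = 0.34 with an estimated correlation), with RPL30 (0.45) past the threshold at both levels. This call was lost after quantile normalisation (adjusted p = 0.066) and after cyclic loess (adjusted p = 0.166). MYC target genes of biosynthesis were higher (36 of 53 positive, median 0.073, camera adjusted p = 0.0396, adjusted p = 0.14 with an estimated correlation), with 1 rise, that of the nucleolar protein PES1 (0.30), and 3 falls over all probe sets, and 12 rises and 7 falls adjusted over the list alone. The theme is the study's and not independent evidence, and the call was lost without 6 of the 10 arrays, left out singly (highest adjusted p = 0.0857), after cyclic loess (adjusted p = 0.0581) and with the mean of all probe sets of a gene (adjusted p = 0.052). In 17-71 alone 12 of 19 cholesterol synthesis genes were negative and 35 of 68 mitochondrial ribosomal genes positive (camera adjusted p = 0.978 each). Of the MYC target genes of biosynthesis 25 of 53 were positive there (camera adjusted p = 0.653). A response shared by both lines was therefore not shown for these lists. Without the lower 50% of probe sets by mean value the calls of G2/M genes and cholesterol synthesis (adjusted p = 0.0825 each), unfolded protein response chaperones and MHC class II genes (adjusted p = 0.0708 each) were also lost, and leaving out 1 array ended the calls of 6 of the 11 lists in some fits (highest adjusted p = 0.126). Among the members named, the calls of CALR, EDEM1, CDC25B and PES1 ended whichever array was left out (adjusted p = 0.0556 or higher), and those of KIF15 and MRPS7 in 9 and of IDH1 in 6 of the 10 fits.

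The remaining lists had no call in either line, for the common effect or for the difference between lines. Their camera adjusted p for the common effect was 0.115 for oxidative phosphorylation, 0.247 for DNA repair, 0.073 for glycolysis, 0.196 for PRC2 and RB pathway components and 0.196 for WNT/beta-catenin targets, of which the first 3 are themes that the study named from these arrays. It was 0.835 for p53 target genes, G1/S and DNA replication, the PRMT family and methylosome, the BCL2 family and caspases, germinal centre, plasma cell and NF-kB target genes. Markers of T and NK cells (adjusted p = 0.835), myeloid cells (0.835), stromal, endothelial and epithelial cells (0.768) and erythroid cells and platelets (0.867) did not pass either. In the control arrays of CLBL-1 the median levels of these marker lists were 3.19, 3.05, 2.9 and 3.18, against 8.55 for B cell identity and receptor genes. In those of 17-71 they were 3.16, 3.42, 3.05 and 2.85, against 5.41. Single markers read high in both lines, namely LYZ (11.1 ± 0.047) and CD3G (8.96 ± 0.077, SD, n = 3) in CLBL-1 and LYZ (10.8 ± 0.031), TYROBP (10.6 ± 0.013), IL7R (10.2 ± 0.1) and S100A9 (9.53 ± 0.007, SD, n = 2) in 17-71.

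At the unadjusted threshold that the study used, CLBL-1 had 4444 probe sets (2213 higher and 2231 lower) and 17-71 had 2916 (1320 higher and 1596 lower), where chance alone gives 1620. The same probe sets passed in the same direction in both lines 452 times, 130 higher (90.2 expected of independent lists) and 322 lower (110 expected). Opposite directions were found 140 times, against 200 expected. Across probe sets, which are not independent replicates, the log2 changes of the lines had a Pearson's r of 0.0903 and a Spearman's rho of 0.0728, and of 0.179 and 0.152 among probe sets above the median of mean value. The shared count ranged from 282 to 422 when 1 array was left out, and rose to 687 in the joint fit.

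**Figure D3:**
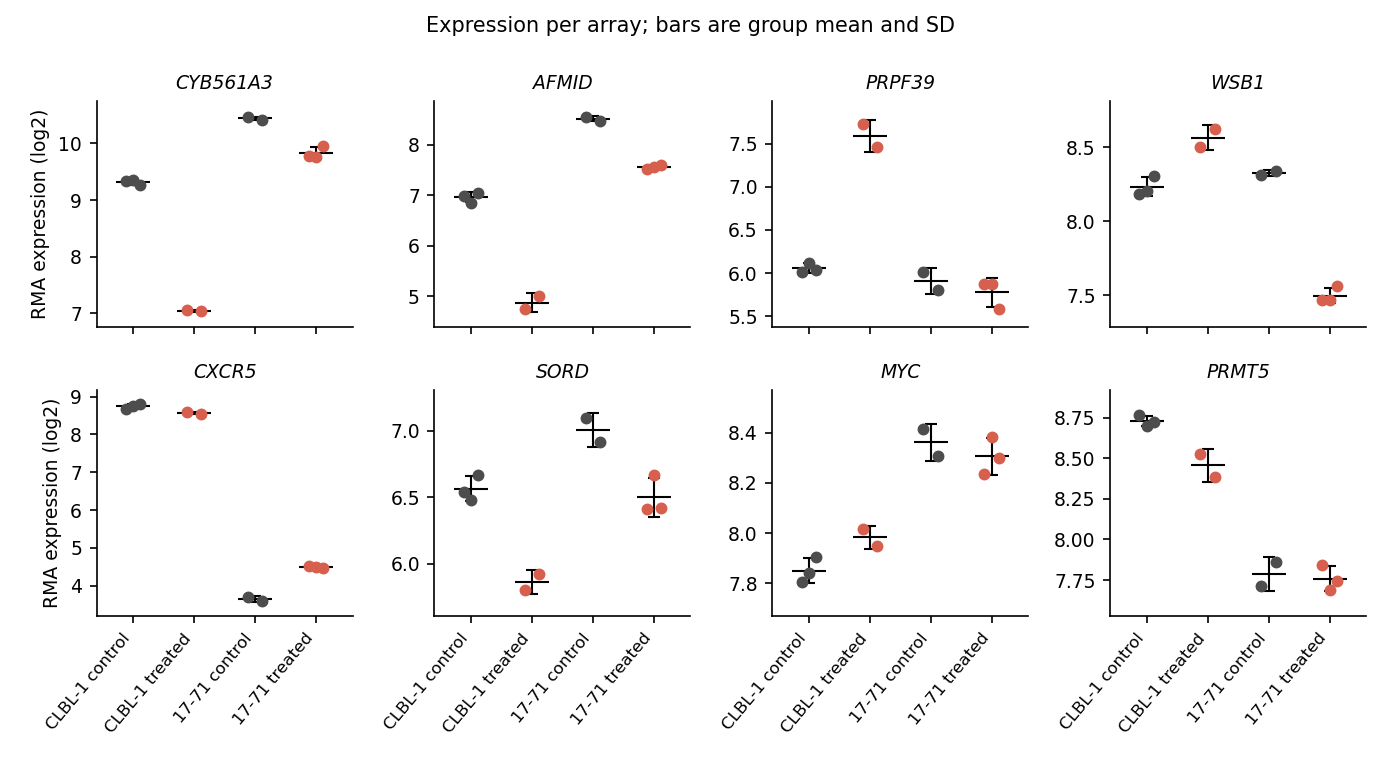
RMA log2 expression of 8 genes on each of the 10 arrays (points), with the mean and SD of each group (bars). The vertical axes differ between genes and do not start at 0. CXCR5 read 8.74 in CLBL-1 and 3.65 in 17-71 control arrays, and MYC 7.85 in CLBL-1 and 8.36 in 17-71 control arrays.

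The difference between lines asks which genes responded unequally. CYB561A3 (log2 difference, CLBL-1 minus 17-71, -1.66, SE 0.121, adjusted p = 0.0158) and IDH3G (-1.31, SE 0.132, adjusted p = 0.0401) fell more in CLBL-1, as did RNASEH2C (-1.09, SE 0.115, adjusted p = 0.0401) and PRR11 (-1.09, SE 0.121, adjusted p = 0.0428). PRPF39 was raised in CLBL-1 relative to 17-71 (1.67, SE 0.18), and so was WSB1 (1.16, SE 0.114), which read 0.33 in CLBL-1 and -0.83 in 17-71, both at adjusted p = 0.0401. CXCR5 stood the other way (-1.03, SE 0.11, adjusted p = 0.0401), at -0.18 in CLBL-1 and 0.85 in 17-71. Its level in 17-71 was low, at 3.65 ± 0.091 (SD, n = 2) in control, below the array medians, and 4.5 ± 0.024 (SD, n = 3) in treated cells. In CLBL-1 control cells it read 8.74 ± 0.058 (SD, n = 3). In total 10 probe sets passed, 5 in each direction, of which these 7 had a single symbol. For PRMT5 (-0.24, 95% interval -0.528 to 0.0453, adjusted p = 0.523) and MYC (0.19, 95% interval -0.0754 to 0.452, adjusted p = 0.601) the difference did not pass. Leaving out 1 array took the count to between 0 and 2.

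Tested on this difference after the data had been seen, 8 lists passed with the preset correlation, and ATF4 targets and MYC target genes of biosynthesis also with an estimated one. ATF4 targets differed by a median of 0.31 (31 of 34 positive, camera adjusted p = 4.01e-10, adjusted p = 0.029 with an estimated correlation). Over all probe sets 0 members passed, and 14 did adjusted over the list alone, among them PSPH (0.46), CHAC1 (0.61) and SLC7A5 (0.43) and SLC3A2 (0.39), which together form the LAT1 amino acid transporter. MYC target genes of biosynthesis differed by a median of 0.17 (41 of 53 positive, camera adjusted p = 0.000561, adjusted p = 0.038 with an estimated correlation), with RRP9, a nucleolar protein (0.68), past the threshold adjusted over the list alone and 0 members over all probe sets. It is not independent evidence, as above. Spliceosome genes differed by 0.15 (camera adjusted p = 6.96e-06, adjusted p = 0.1 with an estimated correlation), with SRSF5 (0.99) and GEMIN6 (0.58) among 3 members past the threshold adjusted over the list alone. Mitochondrial ribosomal proteins (0.11, camera adjusted p = 0.00412, adjusted p = 0.1 with an estimated correlation) stood higher in CLBL-1. G2/M genes (-0.094, camera adjusted p = 0.00412, adjusted p = 0.21 with an estimated correlation) and cholesterol synthesis (-0.15, camera adjusted p = 0.00412, adjusted p = 0.1 with an estimated correlation) stood lower, with 0 members of these 3 lists past the threshold at either level. Interferon response genes (-0.12, camera adjusted p = 0.0239, adjusted p = 0.1 with an estimated correlation) stood lower, with STING1 (-0.998) past the threshold adjusted over the list alone. B cell identity and receptor genes stood lower (-0.11, camera adjusted p = 0.0223, adjusted p = 0.37 with an estimated correlation), with CXCR5 over all probe sets and CD37, a tetraspanin of B cells (-0.71), adjusted over the list alone, while 14 of its 34 members were positive and 20 negative. The interferon call was lost without 2 of the 10 arrays, left out singly (highest adjusted p = 0.0773), and the B cell call without 3 (highest adjusted p = 0.121).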

Values the study reported

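The study reported 4395 differentially expressed genes in 17-71 and 2728 in CLBL-1 after treatment, at a p-value threshold of 0.05. It counted 495 probes that changed in the same direction in both lines at that threshold. Of these, 290 were down-regulated.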

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

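The gene list tests of the difference between lines, the comparison of MYC target genes with random gene lists and the regroupings for the gene lists were chosen after the results had been seen.

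The response to treatment differed between the lines for 7 genes by a test of the difference itself (CLBL-1 minus 17-71, log2). It was 1.67 for PRPF39, -1.66 for CYB561A3, -1.09 for RNASEH2C, -1.31 for IDH3G, -1.03 for CXCR5, 1.16 for WSB1 and -1.09 for PRR11. Among gene lists the median difference was 0.166 for MYC target genes of biosynthesis, 0.147 for the spliceosome, -0.0941 for G2/M and mitosis, -0.146 for cholesterol synthesis, 0.311 for ATF4 targets, 0.108 for the mitochondrial ribosome, -0.116 for the interferon response and -0.113 for B cell identity and receptor genes. With an estimated correlation the calls of ATF4 targets (adjusted p = 0.029) and MYC target genes of biosynthesis (adjusted p = 0.038) held and the other 6 were lost (adjusted p = 0.1 to 0.37). Of the 100 regroupings of arrays within lines, 4 gave 10 or more probe sets for the difference, the labelled grouping with 10 included, and the highest other gave 105. By the rule set beforehand, 4 of 100 argued against chance. All 3 other regroupings with as many calls were among the 9 that kept the labelled grouping of CLBL-1 and regrouped 17-71. They gave 39, 70 and 105 calls and 0 for the common effect, and the lines' log2 changes correlated negatively (-0.0619, -0.0544 and -0.0752). A response shared by both lines can then enter the difference, so these regroupings are no plain measure of chance and cannot decide. Chance is therefore not excluded for the number of genes that differ between the lines. A count several times the real one may also come from a structure of the samples, which was not tested.

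Calls for the common effect were mostly lower, at 79.6% of 515, but the share was 62.4% with an intensity trend and robust variances, 64% without the lower 50% of probe sets by mean value, and 52.1% of 4689 at the unadjusted threshold. Renormalising the arrays in 3 ways left the share at 76.1% or more. The deposited values already had equalised distributions, so this could move little and cannot decide on array scaling. Of the lower calls, 4.63% lay in the lower 50% of mean value, which argues against noise in dim probe sets. The labelled grouping was the 1 of 100 regroupings with as many calls, and the highest other gave 11, so chance can be excluded for the number of calls. At the unadjusted threshold 50.2% of probe sets were lower in CLBL-1 and 54.7% in 17-71. Whether PRMT5 inhibition lowers more transcripts than it raises stays open, since a change in total RNA per cell would not be seen in RMA values.

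MYC target genes moved apart: the 8 that the study names were lower for the common effect while the broad biosynthetic list was higher, and MYC itself did not pass, but the call of the 8 held with an estimated correlation (adjusted p = 0.015) and that of the broad list did not (adjusted p = 0.14), nor without 6 of the 10 arrays left out singly. The study took the 8 from genes lower in both lines on these arrays, and the 49 members of the broad list that it did not name had a median common effect of 0.0819, at the 99.9 percentile of 10000 random lists matched on mean expression. That value came from CLBL-1 (median 0.194, against 0.00177 in 17-71, at the 66.4 percentile), and as neither line had these members low, selection may account for the direction of the 8. A MYC probe set outside its working range is argued against by its place at the 88.6 percentile of probe sets in CLBL-1 control arrays and the 92.2 percentile in 17-71. The study reported lower MYC transcript by quantitative PCR in CLBL-1 at the same dose and day. It also reported falling MYC protein in both lines, at a lower dose in CLBL-1, and reduced chromatin accessibility at MYC. The array value in CLBL-1 stood the other way (log2 change 0.13, 95% interval -0.0824 to 0.346) and did not pass, and this conflict was not resolved. Whether PRMT5 inhibition acts on MYC activity in these cells stays open on these arrays and was not tested here.

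ATF4 targets differed between the lines by a median of 0.311, which held in camera with an estimated correlation (adjusted p = 0.029). The opposite directions did not (adjusted p = 0.3 in CLBL-1 and 0.39 in 17-71), in fits of 5 arrays each against 10 for the difference. In either line 0 of 34 members passed. Leaving out any 1 array kept the difference at 0.282 or more, which argues against a single array as the cause. Renormalising kept it at 0.286 or more, but on values already equalised this cannot decide on array scaling. Of 100 regroupings, the labelled one was the 1 with a median as far from 0 (0.311, highest other -0.279), which argues against chance. The list had the largest median difference of the 30, however, and the regroupings make no allowance for that choice. Chance is therefore not excluded. The day of collection and the cell line cannot be told apart, because 0 lines were collected at both days. A candidate explanation is that the lines differ in their amino acid response to PRMT5 inhibition, but a change over time within both lines would look the same, and only collecting both lines at both days, which was not done here, would decide between them. The control arrays differed too, with these targets lower in CLBL-1 than in 17-71 (median -0.498, 21 of 34 lower and 4 higher). Whether that starting level plays a part was not tested.

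The labelled grouping was also the 1 of 100 with as many probe sets shared between lines at the unadjusted threshold (452, highest other 106). Chance can be excluded for that count. It was also the 1 of 100 with as high a correlation of log2 changes across probe sets (0.0903, highest other 0.0623). Another regrouping reached -0.0806, nearly as far from 0, so chance is argued against but not excluded for the correlation. The labelled grouping was the 1 of 100 with as many gene lists for the common effect (11, highest other 10). The 9 other regroupings that kept the labelled grouping of CLBL-1 gave 7 to 10 lists, however, and the rest at most 6. Leaving out 1 array moved the real number between 6 and 12. Chance can therefore not be excluded for the part of 17-71 in the number of lists.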

How the results depend on the processing

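Counting identical probe sets once, testing the broad MYC list without the 4 members that the study names, and every alternative run on the gene lists of the difference and of the control groups were chosen after the data had been seen, and all other alternatives were planned.

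With 2 or 3 arrays per group, counts at an adjusted p moved in both directions between settings, and the cause was not tested. The joint fit took CLBL-1 from 43 to 607, 17-71 from 0 to 15 and the shared count from 452 to 687. An intensity trend with robust variances gave 1310 for CLBL-1, 35 for 17-71, 1404 for the common effect (515 before), 288 for the difference (10 before) and 790 shared. Leaving out the lowest 25% of probe sets by mean value gave 163, 870 and 34 for CLBL-1, the common effect and the difference. Leaving out the lowest 50% gave 1001, 1484 and 268, a correlation of 0.1793 (0.0903 before), 7 lists for 17-71 (4 before) and 7 for the common effect (11 before). Single-symbol probe sets alone gave 605, 925 and 96, a correlation of 0.1788 and 1873 for 17-71 at the unadjusted threshold (2916 before). An adjusted p below 0.1 gave 273, 1068 and 68. Estimated correlations left 0 lists for CLBL-1, 0 for 17-71 and 2 for the common effect. That form of the test also has few df, so these losses do not measure correlation between genes alone. With 1 array left out the ranges were 0 to 0 for CLBL-1 (a lone array of a group is then assumed to vary like the others), 155 to 305 for the common effect, 0 to 2 for the difference, 282 to 422 shared and 6 to 12 common lists. Array weights, the 3 renormalisations and counting identical probe sets once kept every such count within 1.5 times.

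The replicate number as a block gave 0 calls for CLBL-1, 0 for the common effect, 0 for the difference and 4 lists for the common effect. Arrays with the same number did not deviate together (r = -0.057 and -0.016 in CLBL-1, 0.015 and -0.01 in 17-71), so the number was taken as a name only, and a control baseline could not be fitted with it. The block turned CROCC in CLBL-1 to -0.00579 and IDNK in 17-71 to -0.04867. With 1 array left out the value of PRMT5 in 17-71 ranged from -0.1065 to 0.04255 (0.00273 in a further fit that turned it), of CFAP53 from -0.0913 to 0.2717 (-0.04828 in a further one), of PLD4 from -0.2925 to 0.05888 and of IDNK from -0.04867 to 0.1634. In CLBL-1 it ranged from -0.00579 to 0.1132 for CROCC and from -0.04492 to 0.2933 for NUPR2, and the difference of SPAG4 from -0.4296 to 0.2577, none of which had a call. The cause was not tested.

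Over all other settings, named genes kept their side of the threshold 2502 times, passed it 286 times and lost it 73 times, and gene lists 1481, 12 and 53 times. Lists without a call in either setting were counted as kept, since no direction is given for them, and in 145 of 1852 such cases, with left-out arrays included, the sign turned. That way of counting was chosen after the data had been seen. Detection calls were not used here.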

Other observations

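The gene list tests of the control groups and the inspection of the probe sets with the smallest p were chosen after the data had been seen.

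In untreated control cells, collected at day 2 for CLBL-1 and day 4 for 17-71, the lines differed in B cell, myeloid and stress genes. MS4A1, which encodes CD20, stood 9.84 log2 units higher in CLBL-1 control arrays than in those of 17-71 (SE 0.129; 3 and 2 arrays), and the B cell receptor subunit CD79A stood 5.25 higher (SE 0.134), CXCR5 5.1 higher (SE 0.0781), the coactivator POU2AF1 4.3 higher (SE 0.115) and CD22 2.83 higher (SE 0.0851), all past the adjusted threshold. In 17-71 control arrays CD79A read 3.72 ± 0.1 and CXCR5 3.65 ± 0.091 (SD, n = 2), both below the array medians, whereas CD22 read 7.37 ± 0.022. Of 34 measured B cell identity and receptor genes, 28 were higher in CLBL-1 and 5 lower (median 1.5; adjusted p = 0.024 with an estimated correlation). The germinal centre repressor BCL6 stood the other way (-3.4, SE 0.148) while LMO2 (3.83, SE 0.188) and MEF2B (3.38, SE 0.17) were higher in CLBL-1. Myeloid markers stood lower in CLBL-1 (7 of 21 measured lower and 2 higher, median -0.278, camera adjusted p = 0.00895, adjusted p = 0.072 with an estimated correlation), with TYROBP at -7.33 (SE 0.106) and S100A9 at -6.25 (SE 0.0948). In total 10188 probe sets passed, 5429 higher and 4759 lower in CLBL-1. These levels assume that the arrays of both lines were normalised together, which is not given in the sources used here although it was the condition set beforehand for reporting them, and day cannot be told apart from line.

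ATF4 targets stood lower in CLBL-1 control arrays than in those of 17-71, with 21 of 34 measured members lower and 4 higher (median -0.498; adjusted p = 0.024 with an estimated correlation). ASNS, asparagine synthetase, differed by -5.13 (SE 0.16), the lipoprotein receptor VLDLR by -3.42 (SE 0.251), the stress-induced DDIT4 by -2.51 (SE 0.128), GARS1, glycyl-tRNA synthetase, by -2.23 (SE 0.0696) and PSPH by -1.82 (SE 0.0752). Genes of G2/M and mitosis (57 of 65 higher in CLBL-1, median 0.92; adjusted p = 0.022 with an estimated correlation), G1/S and DNA replication (50 of 62 higher, median 0.9; adjusted p = 0.024) and cholesterol synthesis (15 of 19 higher, median 0.886; adjusted p = 0.024) stood higher in CLBL-1. The class II chain DLA-DOA stood 3.74 higher in CLBL-1 (SE 0.164).

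Among the 100 probe sets with the smallest p in 17-71, 63% were unnamed here and 45% lay in the lower 50% of mean value. In CLBL-1 these shares were 17% and 9%.

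At the unadjusted threshold of the study the count for 17-71 here was 2916. That is lower than the value quoted from the study above. The count for CLBL-1 here was 4444. That is higher than the value quoted from the study above. Here CLBL-1 had the larger count of the pair, whereas in the study 17-71 had. Each count here lies closer to that of the other line in the study. The p-values that the study gives are smaller in CLBL-1 than in the other line for SORD, FARSA and IPO4 and larger for B3GNTL1. That is the order found here and argues against exchanged names of arrays, and whether the counts alone were exchanged is not given in the sources used here. The study describes triplicates, whereas a group of each line here holds fewer arrays. The mean expression that its gene table gives per line, however, is the mean of that line's arrays here, which argues against unlike arrays. For these counts the study speaks of genes, whereas probe sets were counted here. The model behind its counts is not given in full in the sources used here.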
